A study of Homo sapiens with 3 samples.

How the data were processed

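Human UCLA1 cells cultured for 1, 2 or 3 days were dissociated with trypsin and loaded on the droplet platform of 10x Genomics, per the labels' protocols. The authors deposited 1 filtered matrix of raw UMI counts per library, whole numbers for 36601 genes, made with Cell Ranger 5.0.1 on the human hg38 reference per the submitters' processing notes. No normalisation had been applied to these deposited counts, and filters applied after cell calling are not given in the sources used here. Each library was assigned to its day from the time label, giving 3 libraries with 1 per day. Whether the libraries were prepared or sequenced in separate batches is not given in the sources used here, so day, library and batch coincide.

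Barcodes with at least 1000 genes and at most 20% mitochondrial UMIs were kept, which removed 1212, 2688 and 599 barcodes (24.8%, 25.4% and 7.62%) at days 1, 2 and 3. The removed barcodes had median mitochondrial shares of 73.6%, 44.5% and 62.4%. Doublets were scored per library with the Scrublet routine of scanpy 1.11.5. Its automatic threshold marked 0 cells in each library, so that caller did not work here, and the highest-scoring cells were removed instead at 0.8% per 1000 barcodes, which took out 144, 668 and 457 cells. The kept cells held 165813128, 119744389 and 137684818 UMIs, of which ribosomal protein genes took 23.7%, 19.9% and 19.5%.

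UMIs were summed over the kept cells of each library and divided by their total to give CPM. A ratio between libraries has a conditional binomial 95% interval and a CPM a Poisson interval, both exact. The counts of genes apart between days took genes with at least 10 CPM in the higher library, a ratio of at least 2 and an interval that excludes 1. Median log2 ratios were taken over members of 30 gene lists with at least 2 CPM in either library, and a member was called higher or lower from a ratio of 1.5 with an interval that excludes 1. Each median has an interval from 1000 Poisson redraws and a percentile among 10000 random lists of the same size matched on mean expression. The lists covered core, primed and naive pluripotency, BMP, WNT, NODAL and FGF responses, amnion, primitive streak, mesoderm, definitive endoderm, primordial germ cells, trophoblast, neural ectoderm, surface ectoderm, neural crest, hypoblast, extraembryonic mesoderm, hemato-endothelial and cardiac cells, mesenchymal and epithelial genes of EMT, basement membrane, HOX genes, S phase, G2/M phase, dissociation stress, hypoxia and glycolysis, p53 targets and the integrated stress response. Some genes are in several lists, such as HAND1, GATA6, BMP4 and LHX1. Genes with near-identical copies or overlapping partners, such as POU5F1 and its pseudogenes or HOX genes and their antisense transcripts, could share reads in the authors' counting. Gene positions are from GENCODE release 44 on hg38, which held all 334 genes looked up.

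The lists, the cell type markers, the thresholds, the genes to be named and the alternatives, except those called added below, were fixed before the data were examined. The genes named were, for day 2 against day 1 and day 3 against day 2, the 10 with the highest and the 10 with the lowest ratio among genes with at least 50 CPM in the higher library, leaving out clone-based, mitochondrial, ribosomal protein and sex-linked marker genes. For TFAP2A-positive against negative cells they were the 10 highest and 10 lowest by the least extreme of the 3 ratios. Members of the lists, genes whose shares were given and leading genes of clusters were also open to naming.

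For shares of cells with a UMI, each cell was thinned at random to 5000 UMIs, and the 34, 482 and 129 cells below that depth at days 1, 2 and 3 were left out. Shares have exact binomial 95% intervals. A cell was TFAP2A-positive with at least 1 TFAP2A UMI after thinning, and the thinned UMIs of positive and negative cells were summed and compared within each library. A gene was counted when its ratio was at least 1.5 in the same direction in all 3 libraries, with at least 10 CPM in the higher class of each, and its interval was not used. The medians of the epithelial and mesenchymal lists over these classes, by the rules for lists above, and the share of cells with a TFAP2A UMI that a single level would give were added after the shares had been seen.

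For clustering, counts were scaled per cell and log-transformed, and 2000 variable genes were reduced to 30 principal components. Leiden clusters at resolution 0.5 were taken with igraph 0.11.9 on a graph of the 15 nearest neighbours of each cell, with edge weights from umap-learn 0.5.12 and no integration of the libraries. An approximate neighbour search used at first gave other clusters on a repeated run. It was replaced by an exact search (scikit-learn 1.9.0), after the earlier clusters had been seen, and names and shares of small classes changed with it. A cluster was named from 11 sets of markers. A marker counted with at least 10 CPM and 1.5 times the level of other cells. A name needed 3 such markers and either 2 times as many as any other class or 2 markers among the 10 leading genes and more there than any other class. A name was withheld where another class had more markers among the leading genes, or where a cluster of few UMIs had none of its own there. This rule was the second one tried and was set after seeing the data, and the first, which asked for 50% of all markers found, is among the added alternatives.

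Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9. TMM factors came from edgeR 4.0.16 and median-of-ratios factors from DESeq2 1.42.0 in R 4.3.3, used for scaling alone, with no test. The steps were tested on simulated counts made from these libraries. For each comparison of days, all 50 genes simulated 3-fold higher and all 50 simulated 3-fold lower were counted as apart, 0 of the genes simulated at 1.5-fold were, and 0 of the unchanged genes were (9299, 9300 and 9301 of them). In simulated TFAP2A classes 99 of 100 genes set 3-fold higher and 97 of 100 set 3-fold lower were recovered. With no gene changed 0 of 8454 were called. These simulations check the calculation. With 1 library per day, variation between libraries could not be simulated. The counts of 0 are therefore not read as a rate of false calls between real libraries or real classes of cells.

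Alternatives were no cell filter, a stricter one (2000 genes, 10% mitochondrial UMIs), no doublets removed, TMM and median-of-ratios scaling, totals without mitochondrial and ribosomal protein genes, equal weight per cell, other minimum levels, thinning to 2500 or 10000 UMIs or none, at least 2 TFAP2A UMIs, and other clustering settings. Added after seeing the data were the removal of the low-UMI cluster, the first naming rule and list medians under TMM and median-of-ratios scaling with the members held fixed.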

Results

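Single cells of UCLA1, an established human embryonic stem cell line, were profiled after 1, 2 and 3 days of a culture that the labels call GiMO, in which human pluripotent stem cells are grown under an overlay of Geltrex, a basement membrane extract. The series title concerns a temporally resolved response to BMP4, the induction of cells with the transcription factor TFAP2A, and epithelial-to-mesenchymal transition (EMT) in a model of the embryonic disc around implantation. The labels used here do not say when or whether BMP4 was given. There were 3 libraries, 1 per day, so no difference between days has a replicate check and no p-value is given. Intervals are 95% intervals and cover counting error only. The day 1, day 2 and day 3 matrices held 4889, 10580 and 7860 barcodes with 177597152, 140291909 and 154373927 UMIs in total. After filtering, 3533, 7224 and 6804 cells were kept, with medians of 41595, 15642 and 19227 UMIs and 7258, 4921 and 5442.5 genes per cell. Levels are CPM, computed from the UMIs summed over the kept cells of a library.

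Between day 1 and day 2, genes of the primitive streak and of nascent mesoderm were higher while most pluripotency and epithelial genes differed little. MESP1 (ENSG00000166823, chromosome 15, 89749875 to 89751249), a transcription factor of early mesoderm, was at 0.633 CPM on day 1 and 77.6 CPM on day 2, 123-fold higher (101 to 150). GATA6, a factor of endoderm and mesoderm, was 98.1-fold higher (79.5 to 123), MIXL1, a streak homeobox factor, 23.0-fold (22.1 to 24.0), and TBXT (ENSG00000164458, chromosome 6, 166157656 to 166168700), which encodes brachyury, 16.4-fold (15.3 to 17.7). All 14 measured genes of the primitive streak list were higher by at least 1.5-fold, with a median log2 ratio of 2.44 (2.41 to 2.48), and EOMES was 4.51-fold higher. All 14 measured mesoderm genes were higher as well, with a median of 3.88 (3.62 to 4.04). Of 12 WNT response genes 11 were higher (median 1.59), among them LEF1 at 4.79-fold and AXIN2 at 2.61-fold.

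The other genes named as highest at day 2 were PCDH10 (13.7-fold), GABRB2 (13.1-fold), SERPINE2 (9.32-fold), NKAIN2 (7.33-fold), the WNT secretion factor WLS (6.98-fold) and RALYL (6.69-fold). Among the genes lower at day 2, UTF1, a chromatin factor of pluripotent cells, was 5.18-fold lower (4.94 to 5.42), and ADM, which encodes adrenomedullin, 4.72-fold. ANXA1 was 3.71-fold lower, VGF 3.38-fold, EMP3 3.29-fold, APELA 3.29-fold, CAVIN3 3.28-fold, C19orf33 3.20-fold, UPP1 3.15-fold and IGFBP6 3.11-fold. VIM, which encodes the intermediate filament vimentin, was at 537 CPM on day 1 and 193 CPM on day 2.

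Pluripotency genes were split. Of 17 core pluripotency genes 4 were lower and 0 higher at day 2: UTF1, SOX2 at 0.434 times its day 1 level, PODXL at 0.579 times and PRDM14 at 0.513 times. POU5F1 was at 1172 and 1034 CPM and NANOG at 59.7 and 56.5 CPM. The list's median was 0.04 and its mean -0.21, and the median was -0.29 with TMM and -0.28 with median-of-ratios scaling. Of 9 primed pluripotency genes 2 were higher, with a median of 0.14 that was -0.18 with TMM and -0.17 with median-of-ratios scaling. The 1 naive pluripotency gene measured, KLF5, had a log2 ratio of 0.54, which was 0.22 with TMM and 0.23 with median-of-ratios scaling. With the minimum of 2 CPM applied after TMM scaling more genes of that list are measured and its median is -0.28.

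EMT genes moved unevenly. Of 14 mesenchymal genes 11 were higher and 2 lower at day 2, with a median of 1.56 (1.46 to 1.65). CDH2 (ENSG00000170558, chromosome 18, 27932879 to 28177946), the N-cadherin gene, was 1.98-fold higher, SNAI1, which represses CDH1, 6.59-fold, and SNAI2 17.4-fold, the last from 0.157 CPM, while VIM and COL1A1 were the 2 that were lower. Of 15 epithelial genes 1 was higher (DSP, 2.02-fold) and 1 lower, and CDH1 (ENSG00000039068, chromosome 16, 68737292 to 68835537), the E-cadherin gene, was at 69.3 and 93.1 CPM. The epithelial median was 0.06, with an interval from -0.03 to 0.07 and a mean of -0.02, and was -0.27 with TMM and -0.26 with median-of-ratios scaling.

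Direct BMP response genes went both ways between day 1 and day 2. ID1 (ENSG00000125968, chromosome 20, 31605283 to 31606515), an inhibitor of basic helix-loop-helix factors, was at 738 and 450 CPM, and ID3 at 715 and 474 CPM, while MSX1 was 5.62-fold and SMAD6 1.59-fold higher. Of 10 genes in the list 2 were higher and 2 lower, with a median of -0.17 and a mean of 0.19. Of 8 NODAL response genes 5 were higher and 2 lower (median 0.70), with NODAL 2.58-fold higher and LEFTY1 at 0.416 times its day 1 level. Of 10 FGF response genes 4 were higher and 0 lower (median 0.42). Of 11 amnion genes 4 were higher and 2 lower, with a median of -0.25 and a mean of 0.41, and TFAP2A was at 13.3 and 15.2 CPM.

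In lists for other lineages, all 6 measured definitive endoderm genes were higher at day 2 (median 4.29), as were 4 of 6 hypoblast genes with 1 lower (median 2.80) and both measured HOX genes (median 5.71). Primordial germ cell genes were higher for 3 and lower for 1 of 7 (median 0.34), neural crest genes higher for 2 of 4 (median 0.99) and the 1 neural ectoderm gene measured was higher (0.91). Trophoblast genes were lower for 1 of 3 (median -0.49, but 0.016 with members of at least 10 CPM), extraembryonic mesoderm genes higher for 1 and lower for 1 of 3 (median -0.56), and cardiac genes lower for 1 of 2 (median -0.74). None of 3 surface ectoderm genes passed 1.5-fold (median 0.20, -0.12 with TMM and -0.11 with median-of-ratios scaling), and 1 of 2 hemato-endothelial genes was higher (median 0.52, and 0.19 for the same 2 genes with TMM scaling, but -0.41 with TMM and -0.40 with median-of-ratios scaling where the minimum is applied after scaling). Basement membrane genes were higher for 4 of 10 (median 0.40). Among lists of cell state, 6 of 15 G2/M genes were higher (median 0.30, -0.02 with TMM and -0.01 with median-of-ratios scaling), 1 of 15 S phase genes was higher (median 0.20, -0.12 in both), 2 of 12 hypoxia and glycolysis genes were higher and 1 lower (median 0.09, -0.23 and -0.22), and 0 of 9 p53 target genes passed 1.5-fold (median 0.01, -0.31 and -0.30). Dissociation stress genes were higher for 3 and lower for 1 of 9 (median 0.46), and integrated stress response genes lower for 4 of 8 (median -0.57), with DDIT3 at 0.555 times its day 1 level.

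At least 10 CPM and a 2-fold difference were met by 476 genes that were higher and 94 that were lower at day 2, among 9723 at that level. TMM scaling of the same sums gave 262 higher and 348 lower, because it moved the median log2 ratio of all genes from 0.24 to -0.08, so the directions of small differences depend on the scaling. Set against 10000 random lists matched on expression, the medians of the streak, mesoderm, definitive endoderm, hypoblast, HOX, WNT and mesenchymal lists lay at percentile 100 and that of the NODAL list at 99.97. The integrated stress response list lay at percentile 0.01, the amnion list at 0.52 and the cardiac list at 0.84. The extraembryonic mesoderm list lay at 1.55, the trophoblast list at 2.21 and the BMP list at 3.10. Some genes, such as GATA6, are in several lists, so these medians are not independent of each other. The HOX median rests on 2 genes. In the clusters described below, 0 of 7224 day 2 cells were hypoblast-like or definitive endoderm-like. At resolution 1.0, 24 were definitive endoderm-like.

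**Figure D1:**
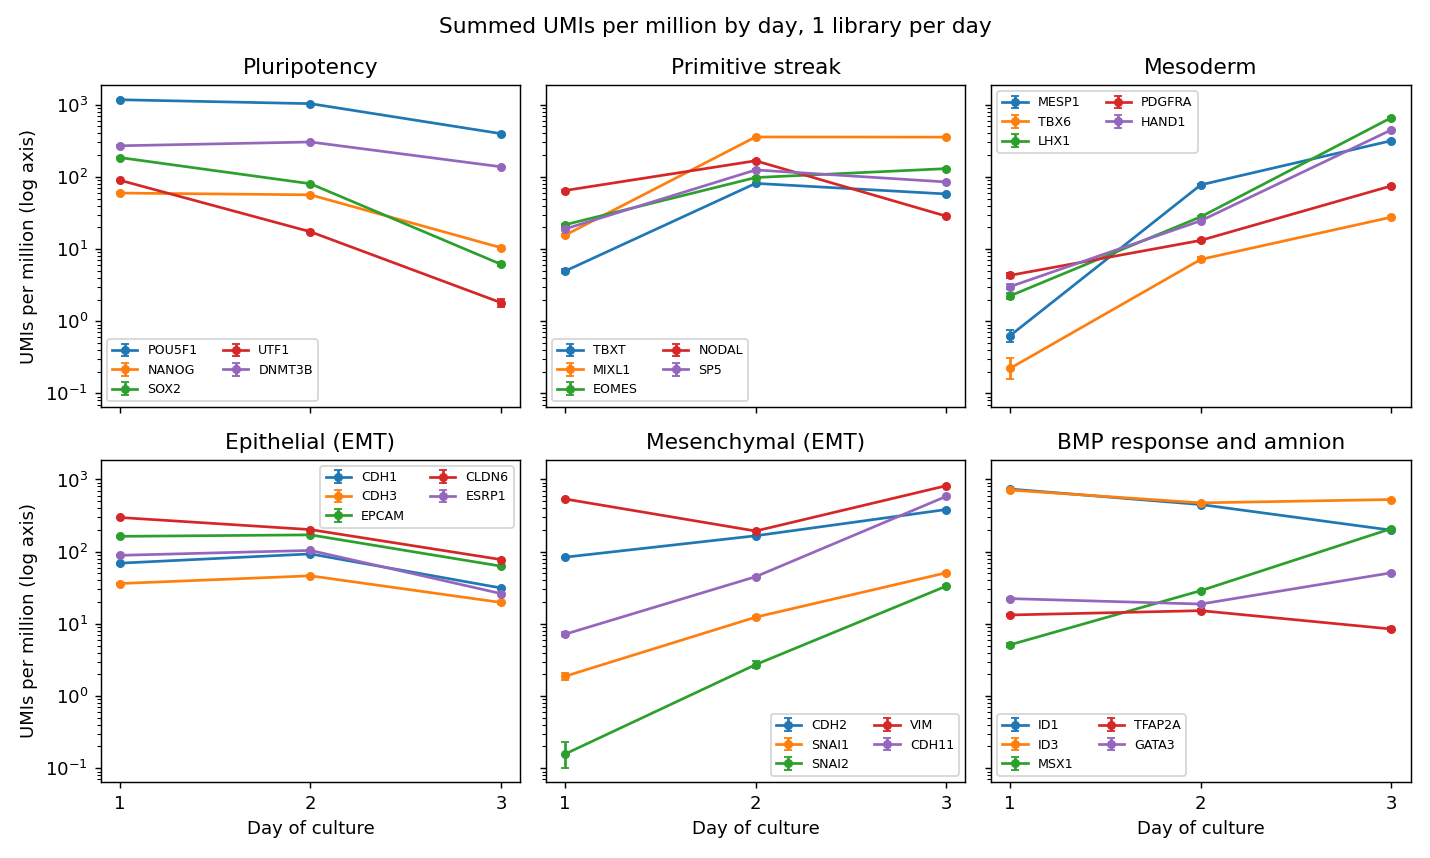
Levels of 30 genes in 6 groups at days 1, 2 and 3, as CPM of summed UMIs on a log axis, 1 point per library, with bars for the exact Poisson 95% interval. TBXT goes from 4.94 to 81.3 and 58.0 CPM, MESP1 from 0.633 to 77.6 and 317 CPM, and CDH1 from 69.3 to 93.1 and 31.4 CPM.

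Between day 2 and day 3, pluripotency and epithelial genes were lower, and mesoderm, mesenchymal and HOX genes were higher. SOX2 was 13.1-fold lower (12.18 to 14.03), NANOG 5.41-fold and POU5F1 2.60-fold, and 13 of 17 core pluripotency genes were lower with 0 higher (median -1.37, -1.38 to -1.34). Of 15 epithelial genes 13 were lower and 0 higher (median -1.57, -1.67 to -1.49), including CDH1 at 0.337 and EPCAM at 0.368 times their day 2 levels. Of 14 mesenchymal genes 12 were higher and 1 lower (median 1.84, 1.80 to 1.88). CDH11 was 13.0-fold higher, ZEB2 13.9-fold, SNAI2 12.2-fold, VIM 4.24-fold, SNAI1 4.12-fold and CDH2 2.31-fold.

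Of 15 mesoderm genes 14 were higher at day 3 (median 2.69, 2.58 to 2.81), while the streak list had 3 higher and 4 lower of 14, with a median of -0.03 (-0.08 to 0.03) that was -0.01 with TMM and 0.02 with median-of-ratios scaling. LHX1, a homeobox factor of streak and mesoderm, was 23.7-fold higher, HAND1, a factor of lateral and extraembryonic mesoderm, 18.2-fold, and the ligand gene BMP4 12.2-fold, reaching 391 CPM. MIXL1 stayed at 358 and 356 CPM and TBXT was at 81.3 and 58.0 CPM. All 9 measured HOX genes were higher (median 5.37, 4.70 to 5.69), with HOXB6 54.4-fold (47.9 to 62.0) and HOXB2 46.0-fold higher.

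The other genes named as highest at day 3 were NRG2 (53.3-fold), PMP22 (32.2-fold), MEIS2, a HOX cofactor (30.9-fold), SHISA6 (24.4-fold), IRX3 (24.3-fold) and TMEM88 (21.6-fold). Those named as lowest after SOX2 were LNCPRESS1 (12.1-fold lower), RMST (11.9-fold), CAV1 (10.3-fold), C9orf135 (9.85-fold), SPP1 (9.69-fold), USP44 (8.76-fold), KIAA0825 (8.38-fold), GLIPR1L1 (7.72-fold) and MGAT4C (7.09-fold). KIAA0825, RMST and MGAT4C were also leading genes of cluster 7, a cluster of few UMIs described below. That cluster held 10.8% of day 2 and 0.661% of day 3 cells. KIAA0825 and RMST also led the pluripotent-like cluster 0, with 26.5% and 2.44%. Whether either cluster accounts for the lower levels of these genes was not tested.

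BMP response genes were higher for 4 and lower for 1 of 10 at day 3 (median 0.55), with MSX1 7.24-fold, SMAD6 3.20-fold and BAMBI 2.90-fold higher and ID1 at 0.441 times its day 2 level. Amnion genes were higher for 7 and lower for 2 of 12 (median 1.48, 1.36 to 1.62). Among them GATA3 was 2.71-fold, GATA2 5.68-fold and ISL1 5.17-fold higher, HAND1 is also in the mesoderm list, and TFAP2A itself was at 0.556 times its day 2 level (0.517 to 0.599). WNT response genes were higher for 5 of 12 (median 0.06), NODAL response genes higher for 3 and lower for 4 of 8 (median -0.38), and FGF response genes higher for 4 and lower for 3 of 10 (median 0.51).

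All 6 extraembryonic mesoderm genes measured were higher (median 3.54), a list that includes BMP4, FOXF1 and VIM, although its member POSTN was at 1.93 and 0.283 CPM and was left out at day 3 for its low level. Hypoblast genes were higher for 7 of 8 (median 1.59), definitive endoderm genes for 6 of 7 (median 1.22), hemato-endothelial genes for 2 of 3 (median 0.66), and cardiac genes higher for 3 and lower for 1 of 4 (median 3.31). Primed pluripotency genes were higher for 3 and lower for 6 of 9 (median -1.11), all 3 surface ectoderm genes were lower (median -1.41), primordial germ cell genes were higher for 3 and lower for 4 of 8 (median -0.41), and neural crest genes higher for 1 and lower for 2 of 4 (median -0.25). The naive pluripotency gene (1.14) and the neural ectoderm gene (0.71) were higher, and 1 of 3 trophoblast genes was higher, with a median of -0.20 and a mean of 0.68, but medians of 1.17 with TMM and 1.20 with median-of-ratios scaling, where the minimum is applied after scaling and KRT7 drops out. Basement membrane genes were higher for 4 and lower for 1 of 10 (median 0.50). None of 15 S phase genes passed 1.5-fold (median -0.05), and 1 of 15 G2/M genes was higher (median 0.15). Dissociation stress genes were higher for 3 and lower for 3 of 9 (median 0.21), and hypoxia and glycolysis genes higher for 2 and lower for 3 of 12, with a median of 0.00 under total scaling, 0.02 with TMM and 0.04 with median-of-ratios scaling. p53 target genes were lower for 2 of 9 (median -0.31) and integrated stress response genes for 4 of 8 (median -0.71).

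The 2-fold rule was met by 660 genes that were higher and 647 that were lower at day 3, among 10150. From day 1 to day 3, 1528 were higher and 786 lower among 10102, and TMM scaling gave 978 and 1369.

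**Figure D2:**
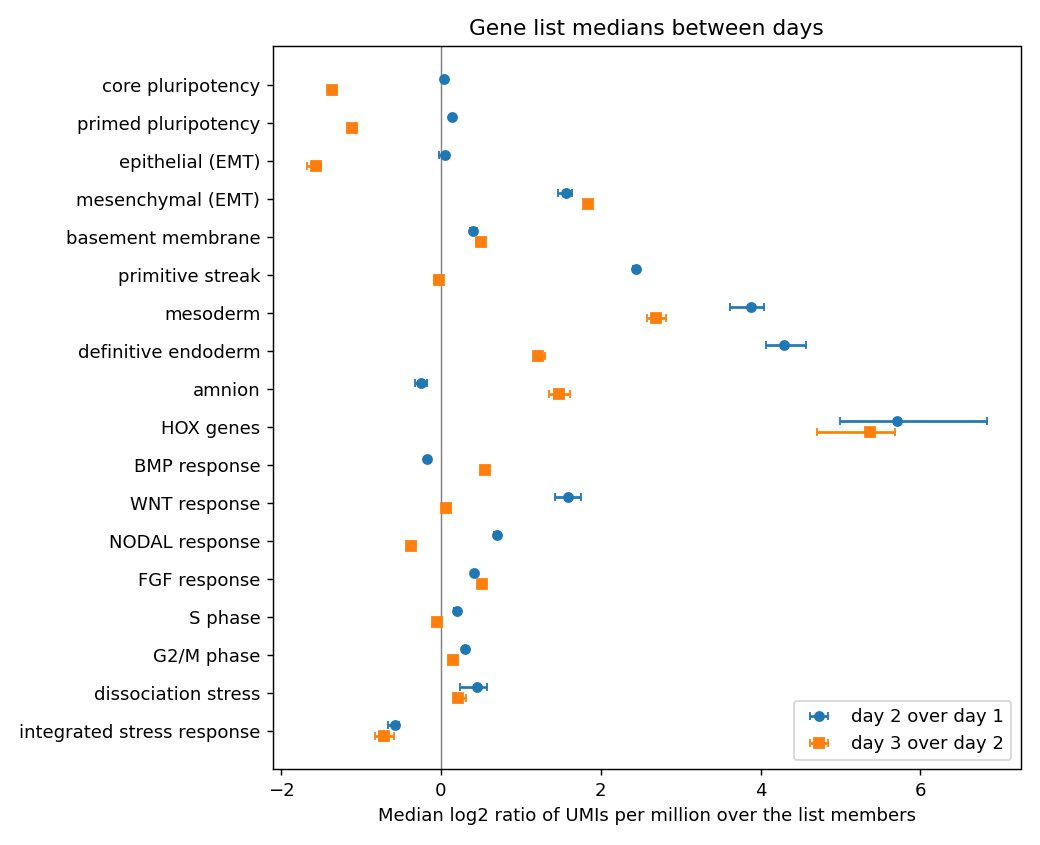
Median log2 CPM ratio of the measured members of 18 gene lists, day 2 over day 1 and day 3 over day 2, with bars for the 95% counting interval of the median and 0 marked. The mesoderm list lies at 3.88 and 2.69, the mesenchymal list at 1.56 and 1.84, and the epithelial list at 0.06 and -1.57 (the 0.06 is -0.27 with TMM scaling).

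Shares of cells with a UMI, after each cell was thinned to 5000 UMIs, gave the cadherins per cell. CDH1 was detected in 27.9% (26.4 to 29.4), 35.8% (34.6 to 36.9) and 11.99% (11.2 to 12.8) of cells at days 1, 2 and 3, and CDH2 in 32.0%, 48.0% and 79.4%. Without thinning, the CDH1 shares were 85.7%, 69.6% and 29.7% and the CDH2 shares 85.8%, 77.1% and 96.2%, since the day 1 cells were the deepest. Both cadherins were detected in 9.49%, 16.8% and 8.42% of cells, against 8.93%, 17.1% and 9.52% if they were independent. In the day 3 cells of cluster 1, a mesoderm-like group, CDH1 was in 3.83%. SNAI1 was in 1.06%, 5.99% and 20.8% of cells and SNAI2 in 0.0286%, 1.305% and 14.1% (8.26%, 14.9% and 52.8%, and 0.736%, 3.58% and 38.4%, without thinning). VIM was in 69.2%, 35.7% and 77.6% (92.3%, 55.7% and 90.5% without thinning).

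The shares of lineage genes follow, with the unthinned shares in brackets. POU5F1 was in 98.2%, 95.6% and 74.0% of cells at days 1, 2 and 3 (99.1%, 95.5% and 94.2%), SOX2 in 54.8%, 26.1% and 1.96% (91.7%, 45.3% and 4.91%), and NANOG in 25.1%, 22.5% and 3.90% (84.1%, 49.97% and 10.0%). TBXT was in 2.23%, 27.3% and 20.4% (11.6%, 47.6% and 45.8%), EOMES in 8.72%, 32.8% and 39.6% (37.3%, 58.0% and 68.6%), and MESP1 in 0.200%, 19.4% and 63.3% (2.55%, 28.5% and 81.9%). MIXL1 was in 4.74%, 53.8% and 61.2% (17.5%, 66.1% and 80.6%), and since its CPM was nearly equal at days 2 and 3, no order is read from those shares. ID1 was in 92.0%, 79.3% and 40.3% (98.2%, 89.3% and 63.7%). GATA3 was in 10.7%, 8.02% and 19.7% (48.9%, 21.8% and 48.9%), ISL1 in 0.943%, 2.85% and 11.2% (6.54%, 7.57% and 31.2%), and TFAP2C in 7.26%, 4.23% and 3.28% (41.9%, 13.2% and 7.13%). SOX17 was in 0.114%, 1.68% and 3.51% (1.05%, 3.46% and 5.83%), and in 0.906% of the day 3 cells of cluster 1.

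TFAP2A (ENSG00000137203, chromosome 6, 10393186 to 10419659), a transcription factor of surface ectoderm and amnion and the gene in the series title, was detected in a small part of the cells at each day. After thinning, 6.03% (5.26 to 6.87) of cells at day 1, 6.53% (5.95 to 7.14) at day 2 and 3.58% (3.15 to 4.05) at day 3 had a TFAP2A UMI, which were 211 of 3499, 440 of 6742 and 239 of 6675 cells. The shares were 10.2%, 13.2% and 6.03% at 10000 UMIs, and 0.772%, 0.697% and 0.599% with at least 2 TFAP2A UMIs at 5000. Unthinned shares were 29.9%, 18.1% and 9.69%. In day 3 cells of the mesoderm-like cluster 1, at the same 5000 UMIs, the share was 0.935% (0.641 to 1.32), and in the primitive streak-like cluster 6 it was 13.5% (9.42 to 18.5). If every cell of a library had its mean TFAP2A level, 6.602%, 7.06% and 4.34% of cells would have a UMI, within the intervals of the observed shares at days 1 and 2, so these shares alone do not set positive cells apart as a group. At least 2 UMIs were in 27, 47 and 40 cells, where a single level would give 7.80, 17.2 and 6.37. These counts argue against a single TFAP2A level in all cells at each day, but do not say which cells differ.

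Cells with and without a TFAP2A UMI were compared within each library. These classes mark detection only, since no background share was measured at days 1 and 2. In all 3 libraries, 27 genes were at least 1.5-fold higher and 2 at least 1.5-fold lower in positive cells, among 8759 at 10 CPM. GATA3 was 2.29-fold higher at day 1 (1.69 to 3.06), 2.22-fold at day 2 (1.73 to 2.82) and 1.77-fold at day 3 (1.44 to 2.16). CLDN10, a tight junction gene, was higher by 2.08-fold, 2.04-fold and 9.01-fold, and HPGD, which inactivates prostaglandins, by 1.99-fold, 1.76-fold and 8.09-fold. Among genes of WNT signalling, the feedback inhibitors RNF43 (3.48-fold, 2.13-fold and 7.72-fold) and NOTUM (4.45-fold, 1.76-fold and 1.75-fold) and the secretion factor WLS (3.09-fold, 1.82-fold and 2.13-fold) were higher. The WNT list as a whole was not summarised over these classes. Its feedback gene NKD1, not among the 10 named, was at 2.43 times its level in negative cells at day 1 and 0.340 times at day 3. SGK1 (2.20-fold, 2.30-fold and 4.85-fold), KIF26B (1.91-fold, 3.09-fold and 2.29-fold), SERTAD4 (1.81-fold, 1.95-fold and 6.41-fold) and PRSS23 (1.76-fold, 1.92-fold and 5.14-fold) completed the 10 named. KCNN2 was at 0.575, 0.617 and 0.564 and RND3 at 0.493, 0.666 and 0.407 times its level in negative cells. The counting interval included 1 for SERTAD4 and KCNN2 at day 1 and NOTUM at day 3. A minimum of 2 TFAP2A UMIs gave 133 and 127 genes, and omitting the cell filter gave 15 and 6, so the counts depend strongly on these choices.

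At day 3, 12 of 14 measured epithelial genes were higher and 0 lower by 1.5-fold in TFAP2A-positive cells (median log2 ratio 1.76), and of 14 mesenchymal genes 7 were lower and 1, FN1, was higher (median -0.45). Positive and negative cells were also spread differently over clusters, as the shares of 0.935% and 13.5% above show. Cluster 6 held only 246 day 3 cells, and the share in the larger unnamed cluster 5 (1348 day 3 cells) is given below. CDH1 was at 8.75 CPM in cluster 1 against 75.0 CPM in other cells. The difference between positive and negative cells was not separated from cluster membership. CDH1 was in 42.7% (36.3 to 49.2) of positive and 10.8% (10.1 to 11.6) of negative cells, VIM in 42.7% (36.3 to 49.2) and 78.9% (77.9 to 79.9), CDH2 in 57.3% and 80.2%, and MESP1 in 41.8% and 64.1%. ID1 was in 79.5% (73.8 to 84.4) and 38.9% (37.7 to 40.1), ISL1 in 32.6% and 10.4%, GATA3 in 31.0% and 19.3%, and POU5F1 in 84.1% and 73.6%. By summed UMIs at day 3, EPCAM was 5.54-fold (4.95 to 6.20) and CDH1 5.10-fold (4.30 to 6.01) higher in positive cells. The amnion list genes IGFBP3, WNT6 and DLX5 were 33.6-fold, 17.7-fold and 10.8-fold higher. The amnion list as a whole was not summarised over these classes, and its member GATA3 differed less, as given above. VIM was at 0.394 times and LHX1 at 0.240 times the level of negative cells. The epithelial median was 0.13 at day 1 and 0.14 at day 2, and the mesenchymal median 0.24 and 0.14. CDH1 was in 36.5% against 27.4% of cells at day 1 and 40.9% against 35.4% at day 2. SOX2 was in 42.7% against 55.6% at day 1 and 14.8% against 26.9% at day 2. TBXT was in 35.5% of positive and 26.7% of negative cells at day 2.

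**Figure D3:**
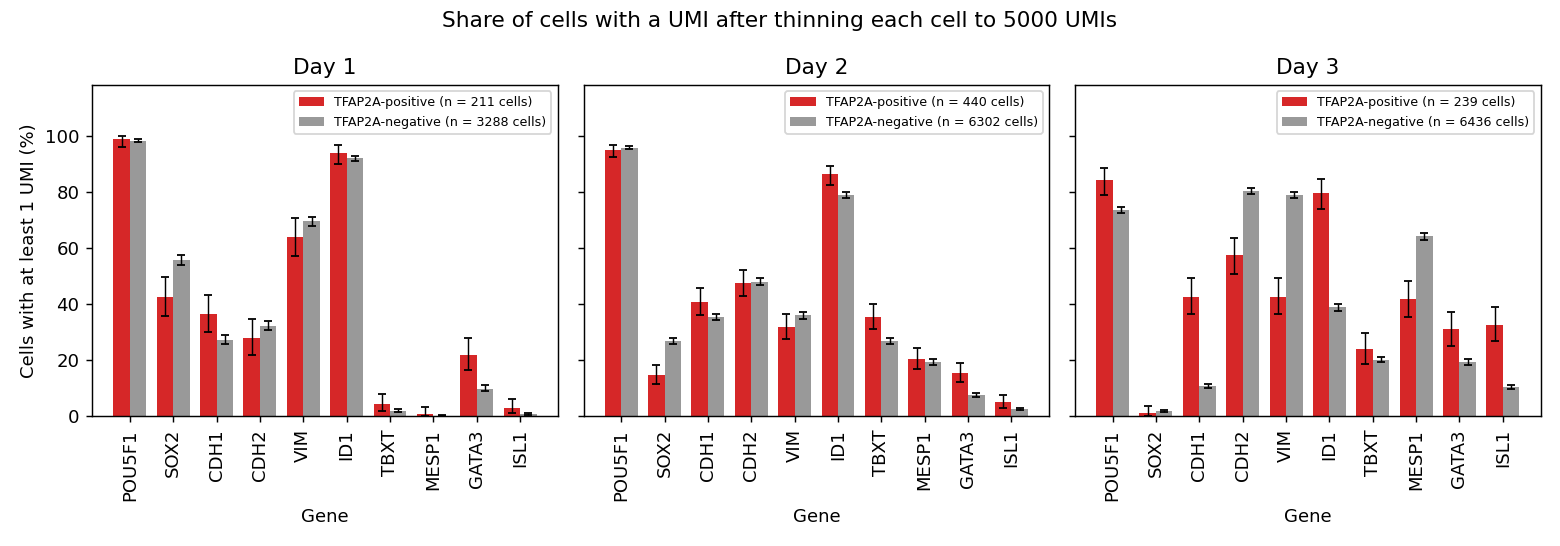
Share of cells with a UMI of 10 genes among TFAP2A-positive and TFAP2A-negative cells of each day, in percent after thinning to 5000 UMIs, with exact binomial 95% intervals. The 239 positive cells of day 3 lie above the negative cells for CDH1 (42.7% against 10.8%) and ID1 (79.5% against 38.9%) and below them for VIM (42.7% against 78.9%).

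Clustering all kept cells together gave 9 clusters, 7 of which could be named from the fixed markers. The clusters were built from genes that differ between the days and each day is 1 library, so the shares below describe each library and are not compared. Pluripotent-like cells (cluster 0, with RMST and GNA14 among its leading genes, and cluster 3, with UTF1, ANXA1 and ADM) made up 92.4% (91.5 to 93.3) of the day 1 library, 29.1% (28.1 to 30.2) of day 2 and 2.47% (2.11 to 2.87) of day 3. Primitive streak-like cells (cluster 2, with NODAL, GAL and SP5, and cluster 6, with GABRB2, DMD and FGF4) made up 3.99% (3.37 to 4.69), 47.4% (46.2 to 48.5) and 7.73% (7.11 to 8.39). Mesoderm-like cells were those of cluster 1, with LHX1, NRG2 and SHISA6, and cluster 4, with FGF17, DKK4 and MSGN1. They made up 0 of 3533 cells of day 1, which allows up to 0.0849% (3 counts of the total) or 0.1044% (exact upper bound). At days 2 and 3 they made up 10.1% (9.39 to 10.8) and 65.6% (64.5 to 66.7). The mesoderm-like name was not given to any cluster at resolution 0.25, where 87.3% of day 3 cells stayed unnamed. Primordial germ cell-like cells (cluster 8, led by SOX17, PRDM1 and NRK, with NANOS3 among its leading genes) were 0 of 3533, 36 of 7224 (0.498%) and 252 of 6804 (3.70%, 3.27 to 4.18). Cluster 8 also had the definitive endoderm markers SOX17, FOXA2 and CXCR4, and its name holds at neither resolution 0.25 nor 1.0, where at 1.0 a cluster of 95 cells is definitive endoderm-like. Cluster 5, led by PMP22, ACTC1 and RSPO2, had 9 amnion and 5 mesoderm markers above the other cells and stayed unnamed, with 0.0283%, 2.10% and 19.8% of the libraries. Cluster 7, with 3.57%, 10.8% and 0.661%, had a median of 5596 UMIs and 14.3% mitochondrial UMIs. The pluripotent markers DPPA4, PRDM14 and DNMT3B were above other cells there, as were WNT3, KDR, GABRP, KIT and TEK, each of another class. These met the marker counts for a pluripotent-like name. The name was withheld because the cluster had few UMIs and no such marker among its leading genes, so its cells are not in the pluripotent-like shares. Several shares moved by over 1.5 times with other settings. Without a cell filter, pluripotent-like shares were 56.3%, 15.5% and 1.39%, the streak-like share of day 1 was 16.1% and the mesoderm-like share of day 2 was 6.28%. The streak-like share of day 1 was 2.39% with doublets kept, and the pluripotent-like share of day 3 was 1.12% with the stricter filter and 1.43% without cell cycle genes. With 3000 variable genes, day 2 was 6.12% mesoderm-like and 0.235% primordial germ cell-like. Under the naming rule tried first, cluster 5 was amnion-like and cluster 1 lost its name, which left 14.4% of day 3 cells mesoderm-like.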

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

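These genes were picked out after the ratios had been seen, and no test was run on them. In 5 genes of the fixed lists the CPM ratio of TFAP2A-positive over TFAP2A-negative cells was at least 1.5-fold in one direction at one day and at least 1.5-fold in the other direction at another, with counting intervals that exclude 1. The difference between days was not tested, since each day is 1 library. EOMES, a streak factor, was at 1.60 at day 1 and 0.486 at day 3. FST, which encodes follistatin, was at 1.65 at day 1 and 0.590 at day 3. The NODAL antagonist gene LEFTY2 was at 0.612 at day 1, 1.64 at day 2 and 3.66 at day 3. NKD1, a WNT feedback gene, was at 2.43 at day 1 and 0.340 at day 3. OCLN, a tight junction gene, was at 0.551 at day 1, from 11 UMIs in positive cells and with an upper bound that rounds to 1, and 2.83 at day 3.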

How the results depend on the processing

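The removal of the low-UMI cluster, the first naming rule and the holding of list members were chosen only after the data had been seen. No paired analysis was possible because each day had 1 library, and none could be left out. Causes were not tested, except that TMM and median-of-ratios factors shift all genes alike, and that level, UMI and thinning minimums change what is counted by construction. No cell filter, the stricter filter, doublets kept, totals without mitochondrial and ribosomal protein genes, equal weight per cell and removal of the low-UMI cluster left the counts of genes 2-fold apart within 1.5 times (day 2 against day 1, 400 to 598 higher and 91 to 121 lower, day 3 against day 2, 609 to 688 and 606 to 762, day 3 against day 1, 1311 to 1594 and 774 to 933). TFAP2A-positive shares stayed within their intervals in the 4 of these settings run on them, at 5.78% to 6.08%, 6.69% to 6.95% and 3.45% to 3.67% of days 1, 2 and 3.

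TMM factors gave 262 genes higher and 348 lower for day 2 against day 1 and 978 and 1369 for day 3 against day 1, where median-of-ratios factors gave 263 and 338, and 1299 lower. A minimum of 10 UMIs instead of 10 CPM gave 3905 and 499 for day 2 against day 1, 2433 and 3226 for day 3 against day 2, and 5710 and 3058 for day 3 against day 1. A minimum of 50 CPM gave 101 and 42, 249 and 203, and 576 and 312. The trophoblast median for day 2 against day 1 went from -0.49 to 0.016 with members of at least 10 CPM. Of the other list medians under alternatives, 526 stayed within their counting interval and 371 left it. Under TMM factors 60 of 90 were outside it, 1 of them above, and under median-of-ratios factors 69, 11 of them above. With the list members held fixed these were 58 and 67, and the sign changed in 8 lists for day 2 against day 1, 2 for day 3 against day 2 and 2 for day 3 against day 1, by the shift of all genes. Other sign changes came from members that entered or left a list at the minimum of 2 CPM applied after scaling, as in the naive pluripotency (-0.28) and hemato-endothelial (-0.41) medians for day 2 against day 1 and the trophoblast median (1.17) for day 3 against day 2 under TMM factors.

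TFAP2A-positive shares at days 1, 2 and 3 were 3.27%, 3.25% and 1.98% at 2500 UMIs, 10.2%, 13.2% and 6.03% at 10000, 0.772%, 0.697% and 0.599% with at least 2 TFAP2A UMIs, and 29.9%, 18.1% and 9.69% unthinned. Shares of other genes left their interval in 99 of 102 cases, 49 lower at 2500 UMIs and 50 higher unthinned. Genes 1.5-fold higher and lower in positive cells in all 3 libraries were 15 and 6 without a cell filter, 48 and 29 at 2500 UMIs and 133 and 127 with at least 2 TFAP2A UMIs, and 6 were lower with doublets kept.

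Class shares moved with most clustering settings. Pluripotent-like shares were 1.88% of day 3 at resolution 0.25, 32.3% of day 2 at resolution 1.0, 93.5% and 2.04% of days 1 and 3 with 3000 variable genes, 1.76% of day 3 with 20 principal components, and 25.6% and 1.43% of days 2 and 3 without cell cycle genes, a setting that left out 2 of the 2000 variable genes. They were 56.3%, 15.5% and 1.39% of days 1, 2 and 3 without a cell filter, 95.6%, 22.6% and 1.12% with the stricter filter, and 94.2% and 33.0% of days 1 and 2 with doublets kept. Primitive streak-like shares of days 1, 2 and 3 were 4.87%, 54.1% and 10.8% at resolution 0.25 and 2.72%, 51.8% and 9.69% with 3000 variable genes. Those of days 1 and 2 were 3.34% and 43.3% at resolution 1.0, 3.00% and 49.8% without cell cycle genes, 16.1% and 42.4% without a cell filter and 2.39% and 46.0% with doublets kept, and those of days 2 and 3 were 66.1% and 10.7% with the stricter filter. Mesoderm-like shares of days 2 and 3 were 6.12% and 63.5% with 3000 variable genes, 6.28% and 60.0% without a cell filter, 7.98% and 61.0% with doublets kept and 9.37% and 14.4% under the first naming rule. Day 2 alone moved to 11.7% without cell cycle genes and 7.49% with the stricter filter, and day 3 alone to 50.4% at resolution 1.0. Primordial germ cell-like shares of days 2 and 3 were 0.235% and 2.75% with 3000 variable genes. Resolution 0.25 named no mesoderm-like or primordial germ cell-like cluster and resolution 1.0 no primordial germ cell-like one, so those shares have no value there. Depth limits the TFAP2A classes, since at 5000 UMIs most cells that express a gene at 10 CPM have no UMI of it.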

Other observations

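The comparison within clusters, the comparison under TMM scaling and both tests of the low-UMI cluster were chosen only after a result had been seen. All tests that use clusters were run again after the clusters were rebuilt.

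A small cluster of cells at days 2 and 3 had both SOX17 and germ cell factors above other cells. Whether the same cells held both was not tested. The levels in this and the next paragraph describe clusters that such genes helped to build, so they are no independent check of them. In cluster 8, NANOS3, a germ cell RNA-binding factor, was at 83.1 CPM against 1.18 CPM in the other cells, PRDM1 at 225 against 4.51, TFAP2C at 137 against 9.58, KIT at 42.2 against 2.72 and SOX17 at 286 against 2.98 CPM. NANOG was at 99.3 against 42.1 CPM. FOXA2, a marker of definitive endoderm, was also higher there, at 36.7 against 0.222 CPM. At resolution 1.0 a definitive endoderm-like cluster of 95 cells, led by SOX17, CST1 and FMN2, stood apart, with 0.332% of day 2 and 1.04% of day 3 cells, and cells with NANOS3 lay in an unnamed cluster of 524 cells led by NRK and IGFBP3 that also had 9 amnion markers above other cells. TFAP2A was in 6.12% (3.47 to 9.90) of the thinned day 3 cells of cluster 8, and TFAP2C in 43.3% (37.0 to 49.7).

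Cluster 5 had 9 amnion markers, 5 mesoderm markers and the extraembryonic mesoderm marker HAND2 above other cells. HAND2 was at 39.5 CPM against 0.336 CPM in other cells, ISL1 at 90.6 against 6.96, HAND1 at 686 against 117, GATA3 at 78.5 against 27.3, IGFBP3 at 37.7 against 1.96 and TFAP2A at 23.7 against 11.5 CPM. TFAP2A was in 7.87% (6.47 to 9.45) of its thinned day 3 cells. At resolution 1.0 the cluster with the same first genes (1195 cells) still had GATA3, GATA2, ISL1 and HAND1 above other cells. TFAP2A, GABRP, IGFBP3, WNT6 and DLX5 were not among its markers there. It had 2.10 CPM of IGFBP3 and 5.93 CPM of TFAP2A, below other cells. The unnamed cluster of 524 cells had 112 and 66.9 CPM of these genes.

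VIM and the 10 genes named as lowest at day 2 had a median day 2 over day 1 CPM ratio of 0.304. One candidate explanation was the absence at day 2 of the cells of cluster 3, which held 50.6% of day 1 and 2.67% of day 2 cells. Within cluster 0, with 41.8% of day 1 and 26.5% of day 2 cells, the median ratio was 0.415 (0.401 to 0.426), but this leaves a loss of cell states open, since 6 of the 11 genes lead cluster 3 and, at resolution 1.0, 1010 of the 1478 day 1 cells of cluster 0 and 1069 of its 1912 day 2 cells lie in different clusters. TMM scaling, which shifts all genes alike, gave 0.244 (0.238 to 0.249), further below 1. That argues against scaling by total UMIs as the cause. Removal of the low-UMI cluster gave 0.310 (0.302 to 0.315). That cluster had few UMIs, so its removal could move the ratio only a little. It therefore does not account for the lower levels, and damaged cells in other clusters were not tested. A loss of cell states, a difference with the day of culture and a difference between the libraries stay open, the last 2 untested.

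ID1 was in 79.5% (73.8 to 84.4) of TFAP2A-positive and 38.9% of TFAP2A-negative cells at day 3, and a candidate explanation is that positive cells sit in clusters with more ID1. Negative cells of the same clusters at resolution 1.0 gave an expected share of 73.5% (71.6 to 75.1), which is partly built in, since the clusters were made from expression and ID1 itself differs between them (50.2 CPM in cluster 1 against 569 CPM in other cells). The expected share lies below the interval of the observed one, but its own interval reaches into it. Such an overlap is no test of the difference between the shares, which was not itself tested. Whether a difference remains within clusters stays open. Doublets would raise the UMI totals of positive cells, and the ratio of median UMI totals was 1.01. No biological explanation was tested.

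Cluster 7 had few UMIs and a high mitochondrial share, with leading genes (KIAA0825, RMST and ADGRV1) that gave it no name. It may hold damaged cells of the types present in each library. Within it, the median log2 ratio of 14 primitive streak genes, day 2 over day 1, was 1.79 (1.23 to 2.04). Of these genes, 14 of 14 were higher at day 2. The median over all cells was 2.44, so the cluster shared a difference of the whole libraries. Whether that RNA came from the cluster's own cells was not tested. Ribosomal protein genes took 3.50% of its non-mitochondrial UMIs against 22.4% in other cells, a ratio of 0.156, and the nuclear transcript MALAT1 was at 7106 against 2369 CPM, which is consistent with loss of cytoplasmic RNA. No biological explanation was tested.

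In 2 of these tests a choice was made after its value had been seen. For VIM and the 10 genes, cluster 3 was picked first once the clusters had been rebuilt and gave a median ratio of 0.619 (0.583 to 0.715) with 8 of 11 genes lower, which decided nothing. Cluster 0 was then taken because both libraries fill it. For ID1, the interval of the expected share of 73.5% was added, and without it the test would have counted against the clusters as the whole explanation.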
